A study of Mus with 15 samples. Its data were reported in "USP7/Maged1-mediated H2A monoubiquitination in the paraventricular thalamus: an epigenetic mechanism involved in cocaine use disorder" (2023).

How the data were processed

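Histone H2A carrying a single ubiquitin on its C-terminal tail (H2AK119ub1, termed H2Aub) was profiled by ChIPmentation, a form of chromatin immunoprecipitation in which the sequencing adapters are inserted by the Tn5 transposase while the chromatin is still bound to the beads. The samples were thalami of mice aged 2 to 4 months. Per the labels, 3 to 4 thalami were pooled per sample, while the methods of the study give a lower minimum. Mice were either Maged1 wild type (WT, the controls) or carried a conditional deletion of Maged1 in cells expressing Vglut2-Cre (Maged1-cKO, written cKO below). After 3 days of saline injections, mice received cocaine (20 mg/kg, intraperitoneal) or saline for 5 days. There were 11 H2Aub libraries, namely 3 WT cocaine, 3 WT saline, 2 cKO cocaine and 3 cKO saline libraries. A further 4 libraries of total input chromatin served the authors as the control for peak calling and were not analysed here. The labels give an input for each of the 4 groups, and which input served which H2Aub library is not stated. Libraries of a group that shared an input would not be fully independent in their peaks. The methods of the study describe hemizygous males, and sex was not part of any comparison.

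Per the labels and the methods of the study, the authors trimmed adapters with Cutadapt (version 3), mapped the read pairs to the mouse mm10 assembly with Bowtie2 (version 2.3.4.1) and called broad peaks with MACS2 (version 2.1.1) against total input, 1 list per library. Each deposited list gave the start and end of every peak, a whole-number score that was 10 times the −log10 q with its decimals dropped, the fold enrichment over the control, and the −log10 p and −log10 q of the peak. The fold enrichment in the deposited lists was a linear ratio. Replicates had not been pooled by the authors. The highest q in any deposited list was 0.0997. The lists thus run past the false discovery rate that the study states for its peak calls, and 9.82 to 32.9% of the peaks of a list had a q above 0.05. The study names no separate cutoff for broad regions, so whether the lists depart from its settings is unknown. All peaks of the lists were used, and q at most 0.05 was run as an alternative. The lists held no read counts, so the sequencing depth behind each list is unknown and was not corrected for. A list that is longer because its library had more reads cannot be separated from a list that is longer because more chromatin carried the mark. Fold enrichment and q were computed by the authors' caller within each library and were not rescaled between libraries. They were used to rank or filter peaks within a list, and fold enrichments were also compared between lists as the caller gave them.

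Peaks on chromosomes 1 to 19, X and Y were kept. For each library the number of peaks, the genome length under peaks, the median peak width and the share of peaks near gene ends were computed. H2Aub+ elements of a group were defined by merging the peaks of its replicates where they touched and keeping each merged region with at least 1 bp covered in at least 2 replicates. Because a group of 2 libraries offers fewer pairs of libraries than a group of 3, elements were also counted with 2 libraries per group, as the mean over every pair of libraries. Genes were taken from a table of the GRCm38.p6 assembly, which has the coordinates of mm10, with 49943 genes placed on these chromosomes, of which 21887 were protein-coding. Peaks were joined to genes by position, so no gene name had to be matched. The table gives no strand, so the transcription start site of a gene could not be told from its other end. In place of a promoter, a window from 5 kb outside to 2 kb inside was laid at both ends of each gene (gene-end windows). A gene with an H2Aub+ element in either window was called an H2Aub+ gene. Windows covered 512 Mb together. Cocaine-specific genes were H2Aub+ genes of the cocaine group that were not H2Aub+ in the saline group of the same genotype, and saline-specific genes were the converse. As background for the gene-end share, all peaks of a chromosome were moved along it by a random step, 100 times per library. Elements were sorted by the distance from their midpoint to the nearest gene end, into classes bounded at 1, 5, 10 and 50 kb. Similarity between libraries was measured by the Jaccard index, the length covered in both libraries divided by the length covered in either.

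The library was the unit of replication. Group means of log2 values, or of percentages, were compared by exact permutation tests, two-sided, whose smallest possible p was 0.10 for 3 against 3 and for 2 against 3 libraries. None of these tests could therefore pass 0.05. The 20 such comparisons, which covered peak number, covered length, gene-end share, midpoints within 5 kb and median width in 4 pairs of groups, formed a family for Benjamini-Hochberg adjustment. The difference between the treatment effects in the 2 genotypes was tested by permuting treatment within genotype over all 200 arrangements. Whether libraries of a group resembled each other more than libraries of different groups was tested one-sided with 100000 permutations of the group labels. Distance classes were compared by a chi-square test over elements, which describes sets of elements and not animals. Binomial intervals are Wilson intervals at 95% and cover counting error only. Correlations over libraries were Pearson r and Spearman rho with permutation p, over the 9 libraries other than the replicates numbered 1 of the cKO groups, whose lists formed a separate cluster.

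The groups, the main tests, the main alternatives and the rule for named genes were fixed before the data were examined. The plan set promoter windows at the transcription start site, and windows at both gene ends took their place for want of the strand. Comparisons of median width, of cKO cocaine with WT cocaine, and of the genotypes in measures other than peak number were not part of the plan. The alternatives set then were q at most 1e-05, the 7271 peaks of smallest q in each library (the length of the shortest list), autosomes only, peaks closer than 1 kb merged, values that were not logged, an overlap of 50% of the shorter peak, elements in all replicates, 2 libraries per group, stretches of covered bases in place of merged regions when counting elements, the Jaccard index of H2Aub+ genes, windows of 1 kb to each side, protein-coding genes only, the replicate number as a block, and each library left out in turn. Chosen after seeing the data were q at most 0.01, q at most 0.05, the cKO replicates numbered 1 left out, stretches for the gene counts, and the window at 1 gene end only. Named genes were those that the study or its design names (Maged1, Usp7, C1ql3, Hopx and Scml4) and, by rule, protein-coding genes with a gene-end peak in every library of a treatment and in none of the other treatment of the same genotype, or in all 11 libraries. Of each such set, the 5 with the greatest gene-end length under peaks in the library where that length was shortest were named, where the gene-end length is that of the better covered of the end windows in each library, at most 7000 bp.

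Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Overlaps were checked against bedtools 2.31.1. The calling of group-specific genes for WT cocaine against saline was tested on simulated data over 49943 genes with planted group-specific genes. Planted genes whose windows met a shared peak were left out of the count, which left 147 cocaine-specific and 49 saline-specific genes. All of these were recovered (100% and 100%). Each planted peak was present in every library of its group, and noise was placed away from gene windows. The test thus checks the code, and false calls from weak or irregular peaks were not measured.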

Results

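To compare where H2Aub lies in thalamic chromatin between treatments and between genotypes, 11 lists of H2Aub peaks were analysed, 3 from WT cocaine, 3 from WT saline, 2 from cKO cocaine and 3 from cKO saline samples. Each list came from a single library of pooled thalami. The study states a minimum sequencing depth for all samples, but the number of reads per library is unknown. The lists are therefore described by their own content. WT cocaine libraries held 21105, 26055 and 15874 peaks on chromosomes 1 to 19, X and Y, a mean of 21011 ± 5091 (SD, n = 3). WT saline libraries held 23748, 8955 and 12114 peaks (14939 ± 7791, SD, n = 3). The cKO cocaine libraries held 54653 and 17442 peaks (36047.5 ± 26312, SD, n = 2), and the cKO saline libraries held 80713, 10809 and 7271 (32931 ± 41418, SD, n = 3). Peaks covered 14.2 ± 3.50 Mb in WT cocaine (SD, n = 3), 8.35 ± 2.77 Mb in WT saline (SD, n = 3), 16.1 ± 7.20 Mb in cKO cocaine (SD, n = 2) and 13.2 ± 12.6 Mb in cKO saline (SD, n = 3). Median peak width per library ranged from 198 to 429 bp. The median fold enrichment over input per list lay between 3.10 and 4.02.

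The replicates numbered 1 of cKO cocaine and of cKO saline differed from the other 9 lists in kind as well as in length. Their highest fold enrichments were 31.2 and 52.6, against 5.98 to 12.2 in the other 9 lists. They held 7542 and 6877 peaks with q at most 1e-10, where the other 9 lists held 3 to 13. Their median peak widths of 206 and 198 bp were below those of the other 9 lists (242 to 429 bp). The comparisons of cKO cocaine with cKO saline in peak number, covered length and gene-end share are therefore also given without these libraries, which leaves 1 cKO cocaine library.

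**Figure D1:**
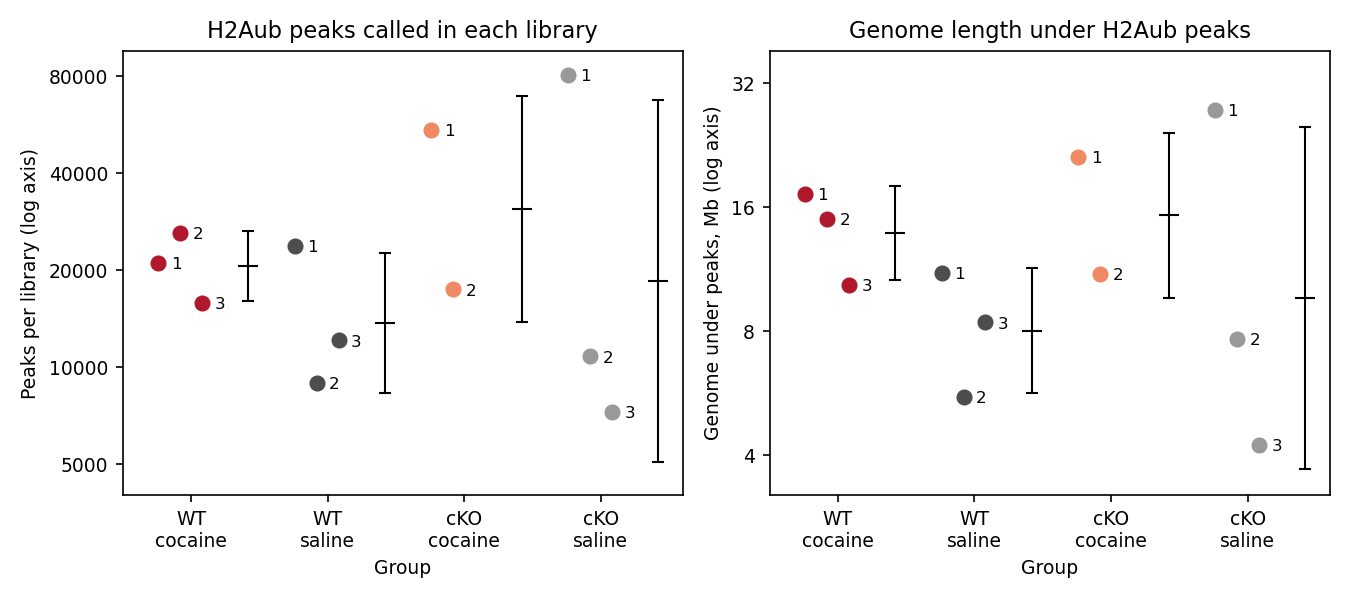
Number of peaks (left) and genome length under peaks in Mb (right) for each of the 11 libraries, on log axes, with the replicate number beside each point and the mean ± SD of the log2 values as a bar beside each group. The replicates numbered 1 of both cKO groups hold the longest lists (54653 and 80713 peaks), and the WT cocaine and WT saline lists overlap in length.

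The first question was whether cocaine raised the number of H2Aub regions in control mice. The mean log2 peak number was 0.59 ± 0.46 (SE) higher in WT cocaine than in WT saline, a ratio of 1.50, which was within the spread between replicates (exact permutation test, two-sided, p = 0.30, smallest possible p 0.10, adjusted p = 0.90 over 20 comparisons). The alternative that moved this value most was the omission of WT saline replicate 1, which raised the difference to 0.98, whereas omission of WT saline replicate 2 lowered it to 0.28. The genome length under peaks was 1.73 times higher in WT cocaine (log2 difference 0.79 ± 0.36, SE, exact permutation p = 0.20, adjusted p = 0.90). In both measures the ranges of the WT groups overlapped when all peaks were used. With equal numbers of peaks per library, covered length was still higher in WT cocaine (log2 difference 0.51, exact permutation p = 0.10, the smallest possible). The WT cocaine libraries then covered 7.22 to 10.7 Mb and the WT saline libraries 5.09 to 6.71 Mb, without overlap.

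The same question was then asked in Maged1-cKO mice. The log2 peak number was 0.74 ± 1.35 (SE) higher in cKO cocaine than in cKO saline (exact permutation test, two-sided, p = 0.60, adjusted p = 0.90), and covered length was 0.67 ± 0.93 higher (exact permutation p = 0.50, adjusted p = 0.90). Without cKO cocaine replicate 1 the difference in peak number changed sign (−0.0859), and without the replicates numbered 1 of both groups it was 0.98, with 1 cocaine library left. The difference in covered length without both was 0.96. With single libraries left out, it ran from 0.075 (without cKO saline replicate 3) to 1.43 (without cKO saline replicate 1). Without cKO cocaine replicate 1 it was 0.20, with 1 cocaine library left. With the same number of peaks in each library, the difference in covered length changed sign (−0.0944). To test whether the response to cocaine differed between genotypes, the difference of the log2 ratios was computed. It was −0.15 for peak number (exact permutation p = 0.925) and 0.12 for covered length (exact permutation p = 0.92), with a smallest possible p of 0.005. The difference for peak number became positive without WT cocaine replicate 3 (0.036), WT saline replicate 1 (0.25), cKO cocaine replicate 1 (0.67), cKO saline replicate 2 (0.24) or cKO saline replicate 3 (0.52), and also for values that were not logged (2956 peaks). Without the replicates numbered 1 of both cKO groups it was −0.39. At baseline, log2 peak number was 0.43 ± 1.15 (SE) higher in cKO saline than in WT saline (exact permutation p = 0.90, adjusted p = 0.90). Without cKO saline replicate 1 it was lower in cKO saline (−0.63, exact permutation p = 0.40). After cocaine, log2 peak number was 0.58 ± 0.85 (SE) higher in cKO than in WT (exact permutation p = 0.50, adjusted p = 0.90).

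Whether replicates of a group shared more H2Aub regions than libraries of different groups was examined with the Jaccard index of covered bases. The mean index was 0.250 over the 10 pairs within groups and 0.231 over the 45 pairs between groups, a difference of 0.0191 (permutation test, one-sided, p = 0.134). This result depended on single libraries of both genotypes. The difference was 0.000535 without WT cocaine replicate 1 (permutation p = 0.453) and 0.00147 without WT cocaine replicate 2 (permutation p = 0.434). It was 0.0314 without the replicates numbered 1 of both cKO groups (permutation p = 0.0169), 0.0387 without cKO saline replicate 1 alone (permutation p = 0.00478), 0.0450 without cKO saline replicate 2 (permutation p = 0.0395) and 0.0388 without cKO cocaine replicate 2 (permutation p = 0.0474). Among the 6 WT libraries, pairs within a treatment had an index of 0.299 to 0.327 and pairs across treatments 0.231 to 0.313. The WT difference of 0.0333 was the largest of the 10 ways to split these libraries 3 against 3 (exact permutation test, one-sided, p = 0.10, the smallest possible). With equal numbers of peaks per library it was 0.0300, again the largest of 10. If the libraries of a treatment were called against the same input, part of this agreement could come from that input. The values cannot separate the 2 readings.

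The cKO replicates numbered 1 resembled each other (0.253) more than either resembled any of the other 9 libraries (0.0862 to 0.199). With equal numbers of peaks the contrast widened, with 0.328 between them and 0.0262 to 0.0911 with the other 9 libraries. The other 9 libraries had indices of 0.259 to 0.445 with each other in that setting. Within this cluster of 2 libraries there was 1 library per treatment, so no treatment comparison with an error could be made in it.

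**Figure D2:**
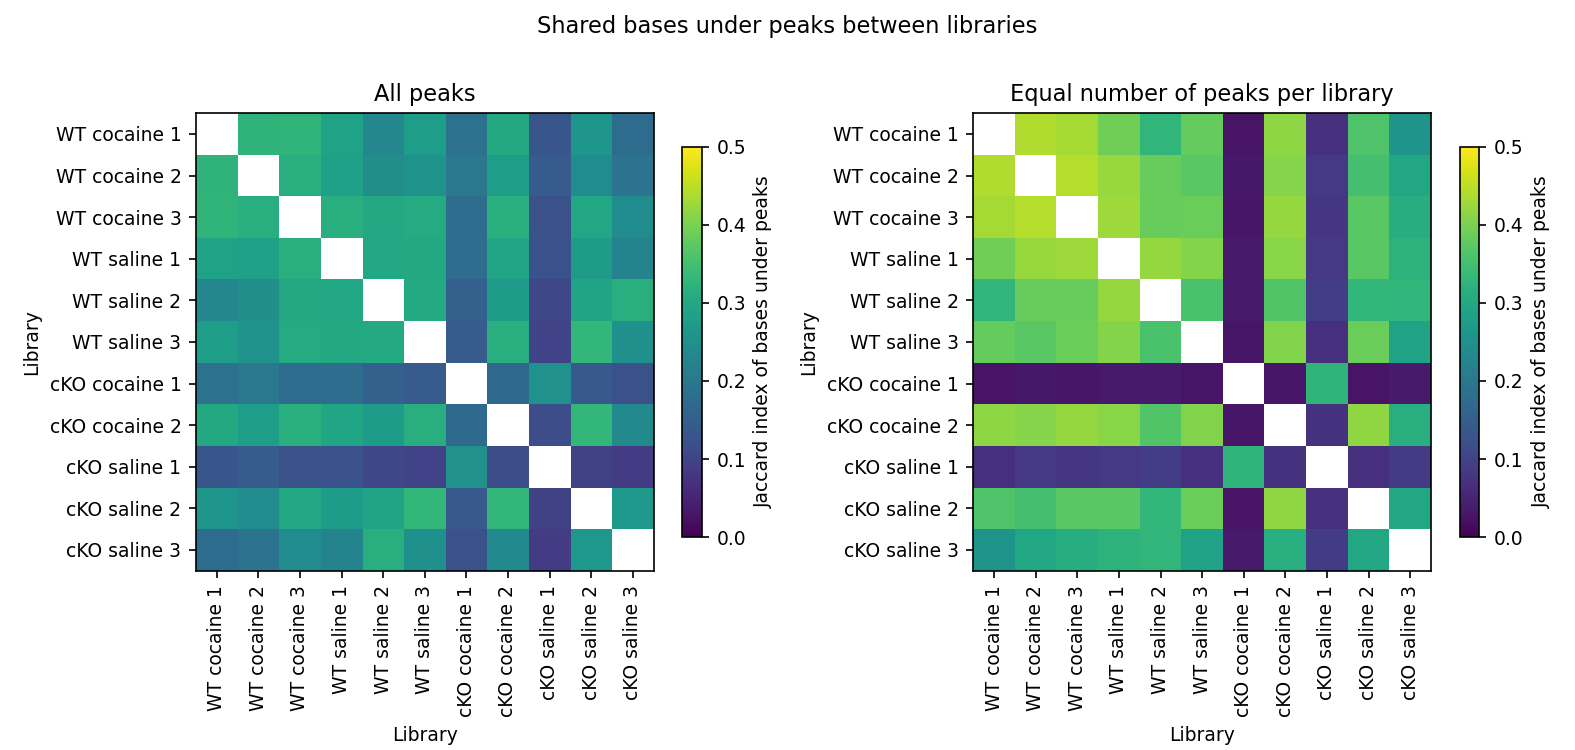
Jaccard index of the bases under peaks for each pair of the 11 libraries, with all peaks (left) and with the 7271 peaks of smallest q per library (right). The rows and columns of the cKO replicates numbered 1 are dark (0.0262 to 0.0911 on the right) except where they meet each other (0.328).

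H2Aub+ elements, the regions found in at least 2 replicates, numbered 10513 in WT cocaine, 6145 in WT saline, 5120 in cKO cocaine and 4761 in cKO saline. The log2 ratio of cocaine to saline was 0.77 in WT and 0.10 in cKO. Counted as separate stretches of bases covered in at least 2 replicates, there were 13493, 8174, 6702 and 6701, which put WT cocaine 65.1% above WT saline and cKO cocaine 0.0149% above cKO saline. Elements give 1 value per group and hence no replicate error, and their number depends on how many libraries a group has. With 2 libraries per group, averaged over pairs, the counts were 6613 in WT cocaine, 3757 in WT saline, 5120 in cKO cocaine and 2794 in cKO saline, and the log2 ratios were 0.82 in WT and 0.87 in cKO. Over single choices of 2 libraries per group, the ratio ran from 0.41 to 1.44 in WT (9 choices) and from 0.65 to 1.28 in cKO (3 choices). Among the alternatives that kept every library, equal numbers of peaks moved the ratios most, to 0.17 in WT (3597 and 3204 elements) and to −3.43 in cKO (192 and 2070 elements). Removing 1 library from a group of 3 lowered that group's count, so that the WT ratio was 0.000704 without WT cocaine replicate 2, 0.00375 without WT cocaine replicate 1, 0.29 without WT cocaine replicate 3, and 1.92, 1.19 and 1.44 without WT saline replicate 1, 2 or 3. Of the WT cocaine elements, 34.9% overlapped a WT saline element (95% interval 34.0 to 35.9%) and 62.9% overlapped a peak of at least 1 WT saline library. Of the WT saline elements, 72.7% overlapped a WT cocaine element.

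**Figure D3:**
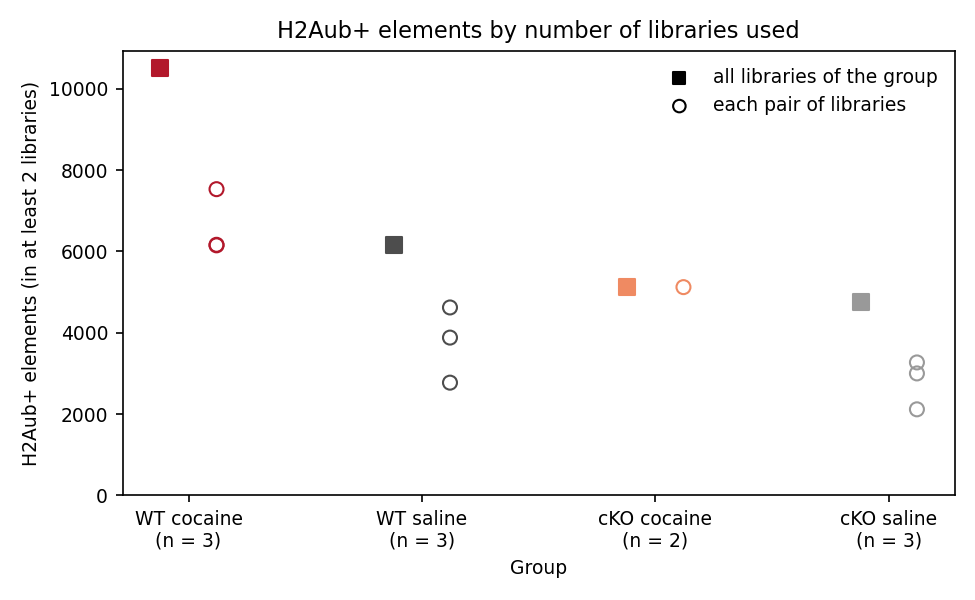
Number of H2Aub+ elements per group with all its libraries (squares) and with each pair of its libraries (open circles), where n is the number of libraries. With pairs, WT cocaine gave 6148 to 7529, WT saline 2771 to 4620, cKO cocaine 5120 and cKO saline 2115 to 3268 elements.

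The position of H2Aub relative to genes was compared next. In WT cocaine, 45.9 ± 2.82% of peaks overlapped a gene-end window (SD, n = 3), compared with 50.9 ± 5.88% in WT saline (SD, n = 3), 41.3 ± 7.80% in cKO cocaine (SD, n = 2) and 46.9 ± 12.6% in cKO saline (SD, n = 3). Peaks moved at random along their chromosome overlapped a window in 20.7 to 21.7% of cases, so peaks lay in windows 2.02 to 2.66 times more often than moved peaks in 9 libraries, and 1.72 and 1.57 times more often in the cKO replicates numbered 1. The gene-end share differed between treatments by −5.00 ± 3.77 percentage points in WT (SE, exact permutation p = 0.20, adjusted p = 0.90) and by −5.64 ± 9.12 points in cKO (SE, exact permutation p = 0.60, adjusted p = 0.90). With equal numbers of peaks the WT difference was −1.16 points and the cKO difference −7.03 points. With single libraries left out and all peaks used, the WT difference ran from −7.63 points (without WT saline replicate 1) to −1.82 points (without WT saline replicate 2). With all peaks, the cKO difference was −0.120 points without cKO cocaine replicate 1, −12.8 points without cKO saline replicate 1 and −7.28 points without both. Over the 9 libraries other than the cKO replicates numbered 1, the gene-end share fell with the number of peaks (Pearson r = −0.918, permutation p = 7.30e-04, adjusted 0.00219, Spearman rho = −0.933, permutation p = 7.50e-04, adjusted 0.00225, over 3 relations), and r was −0.897 without the 2 libraries farthest from the median.

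Among H2Aub+ elements, 57.4% in WT cocaine, 67.0% in WT saline, 66.5% in cKO cocaine and 66.9% in cKO saline had their midpoint within 5 kb of a gene end. In WT cocaine, 25.2% lay under 1 kb, 32.2% at 1 to 5 kb, 13.4% at 5 to 10 kb, 24.8% at 10 to 50 kb and 4.44% beyond 50 kb. In WT saline these classes held 32.0%, 35.0%, 11.2%, 18.7% and 3.09%. The WT distributions differed as sets of elements (chi-square 171, 4 degrees of freedom, p = 7.41e-36), and the cKO distributions did not (chi-square 1.14, p = 0.888). The difference between the genotypes was not tested. These tests treat elements as independent, and they say nothing about the spread between animals. Over libraries, the share of peak midpoints within 5 kb differed by −5.52 ± 3.90 points (SE) between WT cocaine and WT saline, within the spread between replicates (exact permutation p = 0.20, adjusted p = 0.90). The WT difference of −9.61 points between element sets was −2.71 points with equal numbers of peaks (chi-square p = 0.104), −3.18 points at q at most 0.01 (chi-square p = 0.0755) and −1.80 points without WT cocaine replicate 1 (chi-square p = 0.315). Without WT cocaine replicate 2 or 3 it was −4.28 and −6.18 points, and without WT saline replicate 1 or 3 it was −18.0 and −15.9 points. It was 25.0 points, with the opposite sign, at q at most 1e-05 (chi-square p = 0.284). The cKO difference of −0.416 points became −11.3 without cKO saline replicate 1 (chi-square p = 2.85e-25), −6.23 without cKO saline replicate 2 (chi-square p = 1.30e-09) and −3.24 without cKO saline replicate 3 (chi-square p = 0.0152), each of which left 2 libraries per group. It changed sign at q at most 0.01 (1.54 points) and with protein-coding genes only (0.545 points).

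Elements at gene ends defined 5612 H2Aub+ genes in WT cocaine, 3883 in WT saline, 3824 in cKO cocaine and 3374 in cKO saline, and 2258 of the 6753 genes found in any group (33.4%) were found in all 4. In WT, 2217 genes were cocaine-specific and 488 saline-specific, and 3395 were shared. In cKO, 1217 were cocaine-specific and 767 saline-specific, and 2607 were shared. The largest change in the WT count came from q at most 1e-05, which left 77 cocaine-specific and 18 saline-specific genes. At q at most 0.05 there were 1998 and 387 in WT and 1080 and 606 in cKO. With equal numbers of peaks there were 1101 and 467 in WT, and 41 and 1579 in cKO, where saline-specific genes became the larger set. With 2 libraries per group, the means were 1930 cocaine-specific and 361 saline-specific genes in WT and 1890 and 302 in cKO. Single libraries changed these counts by more than 1.5 times. The WT cocaine-specific count was 1120 without WT cocaine replicate 1, 1100 without WT cocaine replicate 2 and 3447 without WT saline replicate 1. The WT saline-specific count was 895, 854 and 744 without WT cocaine replicate 1, 2 or 3, and 82, 268 and 225 without WT saline replicate 1, 2 or 3. The cKO counts were 2175 and 124 without cKO saline replicate 1, 1860 and 372 without cKO saline replicate 2, and 1634 and 409 without cKO saline replicate 3.

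To ask how much of the cocaine-specific set was lost in Maged1-cKO mice, the 2217 WT cocaine-specific genes were looked up in the cKO groups. Of these, 1829 were not cocaine-specific in cKO, which is 82.5% (95% interval 80.9 to 84.0%, counting error only). With 2 libraries per group the share was 68.4%, with elements in all replicates 49.2%, and with equal numbers of peaks 99.2%. The converse share, of WT saline-specific genes that were not saline-specific in cKO, was 90.2% (440 of 488). No element was found in cKO cocaine at 1592 of the 2217 genes (71.8%), but a peak in at least 1 cKO cocaine library was found at 2013 of them (90.8%). A peak in at least 1 WT saline library was present at 1673 of the 2217 genes (75.5%), and a peak in at least 1 WT cocaine library at 407 of the 488 saline-specific genes (83.4%). At the level of single libraries, 252 genes (142 of them protein-coding) had a gene-end peak in all 3 WT cocaine libraries and in no WT saline library, and 15 genes (8 protein-coding) had the reverse. These were 0.505% and 0.0300% of the 49943 genes. The other splits of these 6 libraries 3 against 3 gave up to 332 such genes on the larger side. In cKO, 200 genes (99 protein-coding) had a peak in both cocaine and no saline library and 14 (4 protein-coding) the reverse.

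Genes named by the study or its design were examined in each library. No library had a gene-end peak at Maged1 (gene ID 94275, chromosome X, 94535474 to 94542025) or at Usp7 (gene ID 252870, chromosome 16, 8688722 to 8757067). C1ql3 (gene ID 227580, chromosome 2, 13001887 to 13010864) had gene-end peaks in 2 of 3 WT cocaine, 3 of 3 WT saline, 2 of 2 cKO cocaine and 2 of 3 cKO saline libraries. In the better covered of its end windows, chosen in each library, they covered 564 ± 567 bp in WT cocaine and 394 ± 72.2 bp in WT saline (SD, n = 3 each, exact permutation p = 0.70). Hopx (gene ID 74318, chromosome 5, 77086986 to 77115123) had them in 3 of 3, 3 of 3, 2 of 2 and 2 of 3 libraries, with 691 ± 758 bp under peaks in the better covered window in WT cocaine and 501 ± 420 bp in WT saline (SD, n = 3 each, exact permutation p = 0.80). Counting only the window at the lower-coordinate end of Hopx, a peak was present in 2 WT cocaine libraries and 0 WT saline libraries, and at the higher-coordinate end in 2 and 3. Scml4 (gene ID 268297, chromosome 10, 42858077 to 42960782) had peaks in 3 of 3 WT cocaine, 1 of 3 WT saline, 1 of 2 cKO cocaine and 1 of 3 cKO saline libraries, with 364 ± 148 bp in the better covered window in WT cocaine and 46.3 ± 80.3 bp in WT saline (SD, n = 3 each, exact permutation p = 0.10, the smallest possible). Within the gene-end windows of Scml4, the peaks of the WT cocaine libraries lay at different positions and formed no H2Aub+ element, and none remained in windows of 1 kb to each side. Inside the gene and outside these windows, peaks of all 3 WT cocaine libraries overlapped (42940525 to 42940902, 42940284 to 42941197 and 42940528 to 42940880), and no WT saline peak overlapped them. These peaks were weak, with −log10 q of 1.39, 1.44 and 1.56, so none remained at q at most 0.01. Peaks of cKO cocaine replicate 1 (42940953 to 42941765) and cKO saline replicate 3 (42940968 to 42941497) overlapped that of WT cocaine replicate 2. This place was singled out after its values were seen.

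**Figure D4:**
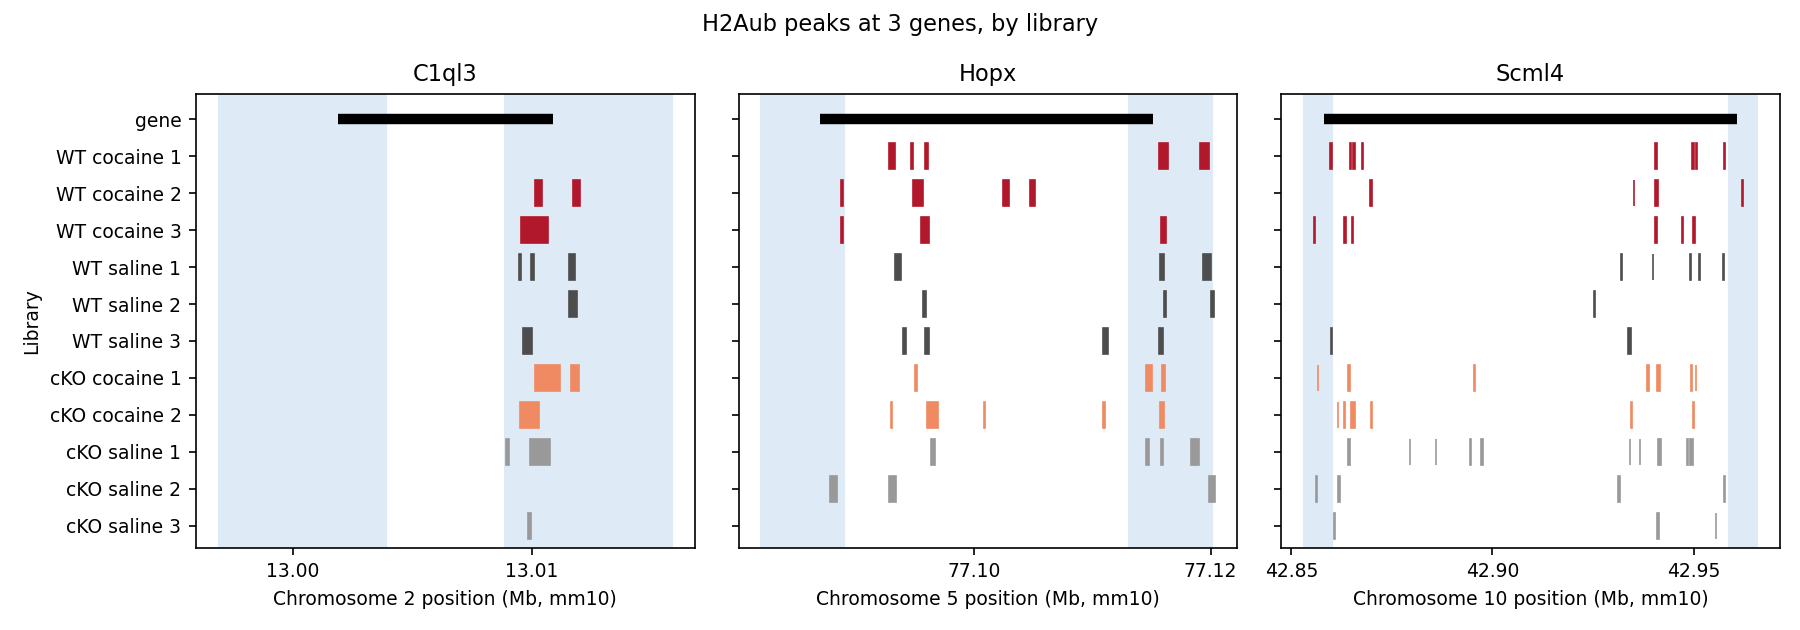
Peaks of each of the 11 libraries (coloured bars) at C1ql3, Hopx and Scml4, with the gene as a black bar and the windows of 5 kb outside to 2 kb inside each gene end shaded, against position in Mb (mm10). At C1ql3 the gene-end peaks lie at the higher-coordinate end alone, in 2 WT cocaine and 3 WT saline libraries, and at Scml4 gene-end peaks are present in 3 WT cocaine libraries and 1 WT saline library.

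By the rule for named genes, the WT cocaine set was led by Tmem235 (gene ID 546519, chromosome 11, 117860752 to 117865543), Matn3 (gene ID 17182, chromosome 12, 8947929 to 8972028), Efcab6 (gene ID 77627, chromosome 15, 83866712 to 84075025), Cdk11b (gene ID 12537, chromosome 4, 155624841 to 155649935) and Mib2 (gene ID 76580, chromosome 4, 155654468 to 155669254). Peaks covered 1051 ± 185 bp of the better covered Tmem235 window in WT cocaine (SD, n = 3), and none in WT saline. The length covered in the same way was 1171 ± 507 bp at Matn3, 1170 ± 342 bp at Efcab6 and 861 ± 126 bp at both Cdk11b and Mib2, neighbouring genes that shared the same peaks (SD, n = 3 each). In cKO, Tmem235, Cdk11b and Mib2 had peaks in 1 of 2 cocaine and 2 of 3 saline libraries, Matn3 in 1 of 2 and 1 of 3, and Efcab6 in 2 of 2 and 2 of 3. At q at most 0.01, 7 of the 10 genes named for WT had no difference left between treatments in the number of libraries with a gene-end peak, namely Matn3, Cdk11b, Mib2, Tnfrsf10b, Il16, Itga8 and Map6, and among these 10 Efcab6 alone was unchanged. The WT saline set was Tnfrsf10b, Il16, Itga8, Map6 and Plppr3, of which Tnfrsf10b, Il16, Itga8 and Map6 were H2Aub+ genes in WT saline. Plppr3 had a peak in each WT saline library but at positions that formed no element. The cKO cocaine set was Lbhd2, Chchd6, Fam83d, Htr1a and Flrt2, and each of these also had a peak in 2 or 3 of the WT cocaine libraries. In WT saline, Fam83d, Htr1a and Flrt2 had a peak in 2 of 3 libraries, Lbhd2 in 1 and Chchd6 in 0. The cKO saline set had 4 protein-coding genes, Rusc1, Hormad2, Cpa1 and Slc39a14, of which Hormad2 (gene ID 75828, chromosome 11, 4345801 to 4441198) had no gene-end peak in any WT library.

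Gene-end peaks in all 11 libraries were found at 1772 genes, 1102 of them protein-coding. The greatest length covered in the better covered window, in the library where it was shortest, was found at Lbx1 (gene ID 16814, chromosome 19, 45232684 to 45236841), Uncx (gene ID 22255, chromosome 5, 139543865 to 139548179), Gata6 (gene ID 14465, chromosome 18, 11052510 to 11085636), Nkx2-3 (gene ID 18089, chromosome 19, 43612325 to 43615892) and Barx1 (gene ID 12022, chromosome 13, 48663036 to 48666507). At Lbx1 this length was 7000 bp, the whole window, in each library. At the other 4 genes it ranged from 6319 to 7000 bp over the 11 libraries. Treatments were not compared at these genes, since lengths at the limit of 7000 bp cannot show a difference. Some lengths lay below it. At Uncx the length was 7000 bp in both cKO cocaine libraries and 6422 to 6564 bp in the cKO saline libraries. At Gata6, Nkx2-3 and Barx1 the lengths of the treatments overlapped in both genotypes.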

Values the study reported

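In control mice, the study reported 13493 regions with H2Aub after cocaine and 8174 after saline, given there as +164.95%. It reported 1271 genes whose promoters carried H2Aub only after cocaine and 143 only after saline in control mice. In Maged1-cKO mice these were 583 and 340 genes. It stated that 84% of the genes enriched in H2Aub after cocaine in control mice (1068 genes) were not enriched in Maged1-cKO mice.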

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

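No test of this result was run beyond the count of such peaks in each list. Peaks on unplaced contigs, which lie outside the chromosomes used in every comparison, were found in 2 of the 11 lists. The list of cKO saline replicate 1 held 7 such peaks and that of cKO cocaine replicate 1 held 3, whereas each of the other 9 lists, those of WT saline included, held 0. These are the 2 longest lists, with 80713 and 54653 peaks, so a technical reading in which more calls anywhere in the genome bring more calls on contigs stays open, as does any other property in which these libraries differ from the rest. No biological explanation was tested for the contig peaks.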

How the results depend on the processing

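The alternatives with q at most 0.01, with q at most 0.05, with the replicates numbered 1 of both cKO groups left out, with stretches for the gene counts and with a window at 1 gene end only were chosen after seeing the data. In the exact tests over 3 or fewer libraries per group, p cannot go below 0.10 under any alternative, so for these tests only a change of direction can show. For the log2 peak number and covered length in WT and for the gene-end share in both genotypes, the direction was kept under each alternative that gave a value.

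Equal numbers of peaks per library, which by construction remove differences in list length, gave a cKO log2 covered length of −0.0944 (opposite sign), log2 element ratios of 0.17 in WT and −3.43 in cKO (opposite sign), 1101 WT cocaine-specific genes, 41 cKO cocaine-specific and 1579 cKO saline-specific genes, a share of 99.2% of WT cocaine-specific genes not cocaine-specific in cKO, and a WT difference of −2.71 points within 5 kb that no longer passed 0.05 (chi-square p = 0.104). The cKO values in this setting pair cKO replicates numbered 1, whose strongest peaks are narrow and of their own kind, with libraries that lack these peaks.

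At q at most 1e-05 the WT log2 element ratio was 1.17, with 77 WT cocaine-specific and 18 WT saline-specific genes, and the WT difference within 5 kb was 25.0 points (opposite sign, chi-square p = 0.284). Few peaks were left in 9 of the lists in that setting, and it gave no value for elements or genes of cKO, where fewer than 20 elements remained. At q at most 0.01 the WT log2 element ratio was 0.64, the gene counts were 1108 and 208 in WT and 568 and 345 in cKO (cocaine-specific, then saline-specific), the WT difference within 5 kb was −3.18 points and no longer passed 0.05 (chi-square p = 0.0755), and that of cKO was 1.54 points (opposite sign). The cause of these changes was not tested. At q at most 0.05 the cKO log2 element ratio was 0.18, and the other results kept their direction, their side of the threshold and, for gene counts, stayed within 1.5 times the reported count.

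The rule for an element also moved its results. Stretches gave log2 element ratios of 0.72 in WT and 0.000215 in cKO. Requiring all replicates gave 0.93 in WT and 1.98 in cKO, 154 WT saline-specific, 2407 cKO cocaine-specific and 47 cKO saline-specific genes, and a share of 49.2%. This rule asks for 3 libraries in the other groups but for 2 in cKO cocaine. With 2 libraries per group, the cKO ratio was 0.87, with 1890 cocaine-specific and 302 saline-specific genes in cKO and a share of 68.4%. An overlap of 50% of the shorter peak gave a share of 84.9%, and merging peaks closer than 1 kb gave a WT ratio of 0.86.

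With protein-coding genes only, which tests fewer genes, there were 1277 and 274 genes in WT and 749 and 435 in cKO, a share of 80.3% and a cKO difference within 5 kb of 0.545 points (opposite sign, cause not tested). The window at the lower-coordinate end alone gave 776 and 506 genes in cKO. The window at the higher-coordinate end alone gave 314 WT saline-specific genes, and 764 and 469 genes in cKO. Values that were not logged gave a difference of 2956 peaks between the treatment effects of the genotypes (opposite sign), since the longest lists weigh more when values are not logged.

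Leaving out the cKO replicates numbered 1 gave a log2 peak number of −0.63 for cKO saline against WT saline (opposite sign) and a replicate agreement of 0.0314 that passed 0.05 (permutation p = 0.0169). It left 1 cKO cocaine library, so elements and genes had no value there, as also without either cKO cocaine library.

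With each library left out in turn, the log2 peak number ran from −0.0859 to 1.80 in cKO and from −0.63 to 1.11 for cKO saline against WT saline. The difference between the treatment effects ran from −1.21 to 0.67, and was above 0 without WT cocaine replicate 3 (0.036), WT saline replicate 1 (0.25), cKO cocaine replicate 1 (0.67), cKO saline replicate 2 (0.24) and cKO saline replicate 3 (0.52). Log2 element ratios ran from 0.000704 to 1.92 in WT and from 0.65 to 1.28 in cKO. A group with 2 libraries in place of 3 has fewer elements by construction, so in WT these ranges mix the loss of a library with the change in rule. Gene counts ran from 1100 to 3447 (WT cocaine-specific), 82 to 895 (WT saline-specific), 1634 to 2175 (cKO cocaine-specific) and 124 to 409 (cKO saline-specific), and the share from 74.1% to 81.7%. The within minus between index ran from 0.000535 to 0.0450, with permutation p from 0.00478 to 0.453. The difference within 5 kb ran from −18.0 to −1.80 points in WT and from −11.3 to −3.24 points in cKO.

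The replicate number as a block was tried because groups share the numbers 1 to 3. Libraries of the same number did not deviate together in WT (r over genes of 0.25, 0.06 and −0.02 for numbers 1, 2 and 3), and in cKO only 2 numbers are shared (0.52 and 0.51), so the numbers were not taken as pairs. Under the block, the difference between the treatment effects was 0.52 (opposite sign, exact permutation p = 0.50), where cKO saline replicate 3 drops out because it has no cocaine partner. With 3 pairs p cannot go below 0.25. In cKO the block brought the treatment differences to 0.064 in log2 peak number, 0.075 in log2 covered length and −0.96 points in gene-end share. The cKO log2 ratio of peak number was −0.56 for number 1 and 0.69 for number 2, so the pairs differed in direction.

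For the 29 named genes, the number of cocaine minus saline libraries with a gene-end peak was computed under 2 alternatives, windows of 1 kb to each side and q at most 0.01. Of the 58 values it changed in 29 and stayed in 29, and 14 of the latter belong to Maged1, Usp7 and the 5 genes with peaks in all libraries, where it was 0 throughout. Of the 10 genes named as specific to a WT treatment, 1 was unchanged at q at most 0.01, 2 had a smaller difference and 7 had none, whereas 9 were unchanged with windows of 1 kb and 1 had none. Of the 9 named as specific to a cKO treatment, 0 were unchanged at q at most 0.01, 6 had a smaller difference and 3 had none, and with windows of 1 kb these were 4, 4 and 1. The unknown sequencing depth limits the peak numbers, the covered lengths and each count built on them, since none was scaled to the number of reads.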

Other observations

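Chosen only after their results were seen were the counts of other splits of the WT libraries, the choices of 2 libraries per treatment, the relation of fold enrichment to list length, the tests of read number, cocaine and lost H2Aub signal for the cKO replicates numbered 1, the tests of these libraries and of group size for the cKO elements, the test of list length for the distance classes, the test of chromosome X, and the tests of the gene end for C1ql3 and Scml4.

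WT cocaine had more H2Aub+ elements than WT saline (10513 and 6145). Of the 10 ways to split the 6 WT libraries 3 against 3, 3 gave an absolute log2 ratio of elements as large as the real one (0.77). The largest, 1.10, came from WT cocaine replicates 1 and 2 with WT saline replicate 1, which are the 3 longest WT lists. The smallest share that 10 splits can give is 1 of 10, so this count alone cannot decide. A single library as the source of the excess is argued against by the choices of 2 libraries per treatment, since the lowest of the 9 ratios was 0.41. Longer peak lists in the cocaine group may account for much of the excess, as the ratio was 0.17 with equal numbers of peaks, and 2 of 10 splits were then as large. Whether the longer lists came from more reads could not be settled. With more reads a peak reaches a given p at a lower fold enrichment, and over 9 libraries the fold enrichment of peaks with −log10 p of 4.5 to 5 had a Spearman rho of −0.483 with list length (permutation p = 0.194, adjusted 0.194) and a Pearson r of −0.461 (permutation p = 0.216, adjusted 0.216, 3 relations), which was −0.128 without the 2 farthest libraries, so the relation did not hold. More reads and more H2Aub in the cocaine libraries cannot be told apart here, because read numbers are not in the lists.

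The excess of cocaine-specific over saline-specific genes in WT (2217 and 488, a difference of 1729) was matched or exceeded in 2 of 10 splits, and the other one was again that of the 3 longest WT lists against the rest, with a difference of 2205. With equal numbers of peaks the difference was 634 (1101 and 467), which 1 of 10 splits reached, the real one itself, and the next was 403. The count of genes with a peak in all 3 libraries of one side and none of the other was 252 for the real split against 332 for the 3 longest WT lists with all peaks, and 113 against at most 70 for the other splits with equal numbers. A hypothesis is that gene ends differ between WT treatments beyond the number of peaks. With 10 splits the share cannot fall below 1 of 10, and this test was chosen after the counts were seen. Equal numbers of peaks also did not equalise covered length, which was 7.22 to 10.7 Mb in the WT cocaine and 5.09 to 6.71 Mb in the WT saline libraries. Greater coverage can meet more gene ends, so these counts cannot show a difference beyond coverage. More libraries would be needed to test the hypothesis.

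Cocaine-specific calls in WT could stem from peaks near the calling threshold. Ranked by q within their list, with 100 as the strongest, peaks of WT cocaine libraries in elements without a saline counterpart had a median percentile of 44.9 to 51.2, and those in elements shared with WT saline 75.9 to 82.0. The unshared peaks were thus near the middle of their lists and weaker than shared ones, which neither requires nor excludes a loss at the threshold. At 75.5% of the WT cocaine-specific genes a peak was present in at least 1 WT saline library. Most of these genes thus did not differ between treatments in the presence of any call. Whether they differed in the number of libraries with a peak or in the positions of the peaks was not counted.

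The lists that differed most from the others in Jaccard index were those of the cKO replicates numbered 1, with 7542 and 6877 narrow peaks at q at most 1e-10 (median width 214 and 243 bp, median fold enrichment 10.1 and 9.75). More reads from the same H2Aub signal is argued against, as 8.98% of these peaks in cKO cocaine replicate 1 and 17.5% in cKO saline replicate 1 were found in any of the other 9 lists. Cocaine is argued against too, as 93.3% of those in the saline library were found in the cocaine one and 92.8% in the other direction. Maged1 inactivation is argued against by the other 3 cKO libraries, which held 3.87 to 4.93% of the 4728 strong peaks common to both, while the 6 WT libraries held 3.72 to 6.09%. Peaks moved at random along their chromosome were held in 0.302 to 1.08% of cases, so a small share recurs elsewhere in both genotypes. A complete loss of the H2Aub signal is argued against by the 3286 regions covered in at least 5 of the other 9 lists. These lists held 84.5% (saline) and 87.2% (cocaine) of them, within the range of those 9 (58.1 to 97.3%). A weaker signal is not excluded, since far shorter lists held more. Among the other 9, the lists of 15874 to 26055 peaks held 91.2 to 97.3%, and those of 7271 to 12114 peaks held 58.1 to 80.8%. A hypothesis that stays open is that both libraries carry a second set of enriched sites on top of H2Aub, from a different library batch or from another chromatin feature. Their strong peaks lay in gene-end windows 1.29 (cocaine) and 1.55 (saline) times as often as moved peaks, below the 2.02 to 2.66 of the full lists of the other 9 libraries. A batch and a chromatin feature cannot be told apart, since the labels name neither a batch nor a day. The peak of smallest q in both libraries was at Zc3h7a on chromosome 16 (11143915 to 11144295 in cKO cocaine replicate 1, fold enrichment 22.5, and 11143911 to 11144300 in cKO saline replicate 1, fold enrichment 52.6).

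These libraries and the group sizes bear on the near-equal element counts of cKO cocaine and cKO saline (5120 and 4761, log2 ratio 0.10). Without the 2 cKO replicate 1 libraries, peak number was higher in cKO cocaine by 0.98 on the log2 scale, from 1 cocaine and 2 saline libraries. With 2 libraries in the cocaine group against 3 in the saline group, the rule for elements offers 1 pair in the former and 3 in the latter. With 2 per group the cKO ratio rose to 0.87, next to 0.82 in WT. It is a candidate explanation, found after the result, that the near-equality comes from the unequal group sizes. An absence of a treatment difference at cKO promoters stays open, as the lowest cKO ratio over the 3 choices of saline pairs was 0.65 but each choice relies on the same 2 cocaine libraries, 1 of which is a replicate numbered 1. Its strong peaks form few elements with cKO cocaine replicate 2, which lacks them, as seen with equal numbers of peaks (192 elements). The difference between genotypes in peak number was not distinguishable from 0 (exact permutation p = 0.925).

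WT cocaine elements lay near gene ends less often than WT saline elements (57.4% and 67.0% within 5 kb). Longer peak lists in the cocaine libraries are a candidate explanation, as with equal numbers of peaks the difference was −2.71 points (chi-square p = 0.104), and over 9 libraries the gene-end share fell with list length (Spearman rho −0.933, permutation p = 7.50e-04, adjusted 0.00225). Peaks of larger q may thus lie farther from genes in these lists whatever the treatment.

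Chromosome X held 0.277 to 0.495% of the peaks in 9 libraries and 0.825 and 1.03% in the cKO replicates numbered 1, although it holds 5.03% of the genes (2512). If weak X peaks were lost below the calling threshold, longer lists would be thought to hold a greater share of them. The opposite was seen over the 9 libraries (Spearman rho −0.75, permutation p = 0.0255, adjusted 0.0382, Pearson r −0.794, permutation p = 0.0105, adjusted 0.0157, over 3 relations, and r −0.814 without the 2 farthest libraries), but the longest of all 11 lists, those of the cKO replicates numbered 1, held the greatest shares, and list length need not follow read number, so the test leaves this open. The methods of the study describe males, which have a single X, so a lower coverage of X stays open too and was not tested.

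For C1ql3, peaks in WT saline libraries were present in 3 of 3 libraries with windows of 1 kb to each side as well, so the width of the window, a wider window than the promoter, is argued against as their origin. A window at the wrong gene end is not, since the peaks lay at the higher-coordinate end, with 0 WT saline libraries at the lower-coordinate end. The gene annotation used here gives no strand, so which end is the promoter was not determined. If it is the higher-coordinate end, C1ql3 had a promoter element in both WT treatments. Hopx was an H2Aub+ gene in both WT treatments. A window at the wrong gene end could hide a cocaine-specific call there, since the lower-coordinate end alone had a peak in 2 WT cocaine libraries, which formed an element, and in 0 WT saline libraries, whereas the higher-coordinate end had elements in both treatments. As the annotation used here gives no strand, these readings were not told apart for Hopx. Both alternatives run for named genes leaned towards saline at Hopx. With windows of 1 kb to each side, peaks were present in 2 WT cocaine and 3 WT saline libraries. At q at most 0.01, the number of WT cocaine minus WT saline libraries with a gene-end peak was −2. For Scml4, 0 of its gene ends had a WT cocaine element, so neither end alone would have given a call. This restates the call made with both windows and is no separate evidence.

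The same places recurred among the peaks of smallest q. Places on chromosome 17 (39843159 to 39848804) and chromosome 3 (5860387 to 5860743) were among the 5 peaks of smallest q in all 11 lists, at median fold enrichments of 1.84 and 2.92, and places on chromosome 9 (123461956 to 123462077) and chromosome 16 (57391484 to 57391637) in 6 lists. The place on chromosome 17 had the smallest q of its list in WT cocaine replicates 2 and 3 and in cKO saline replicate 3. No explanation was tested for them.

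The number of WT cocaine-specific genes here was 2217. That is higher than the value quoted from the study above. The number of WT saline-specific genes here was 488. That is higher than the value quoted from the study above. The numbers of cocaine-specific and saline-specific genes in Maged1-cKO here were 1217 and 767. Both are higher than the values quoted from the study above. The excess of WT cocaine over WT saline stretches here was 65.1%. That is lower than the percentage quoted from the study above, although the counts of stretches are the same. The ratio of these counts here was 1.65, and cocaine written as a percentage of saline, in place of the excess over it, comes close to the quoted percentage. Windows at both gene ends, used here for want of the strand, cover more sequence than promoters alone. With the lower-coordinate or the higher-coordinate end alone, 1511 and 1482 WT cocaine-specific genes were counted. With protein-coding genes only and both ends, there were 1277 WT cocaine-specific and 274 WT saline-specific genes, and 749 and 435 in cKO. The WT cocaine-specific count is then close to that of the study, and the other counts remain higher. The cause of the gap was not tested.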
